A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Dynamics of Membrane Potential Variation and Gene Expression Induced by Spodoptera littoralis, Myzus persicae, and Pseudomonas syringae in Arabidopsis" (2012).

How the data were processed

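RNA from rosette leaves was measured on Agilent 2-colour Arabidopsis arrays. Per the labels, each of the 4 arrays held 1 infected sample in Cy5 and 1 MgCl2-infiltrated sample in Cy3, 8 samples in all, and no array had the dyes swapped. Per the file headers, the authors extracted the spot intensity of each channel with Agilent Feature Extraction 9.5.1.1, and the mean intensity of each spot and the median intensity of its local background were deposited unnormalised. The deposited processed intensity of each channel is background-subtracted and dye-normalised by the same software. The deposited value table holds the log10 ratio of Cy5 over Cy3. Its 39102 values per array were equal to the scanner files' log10 ratio, with a largest difference of 0 and a median of 0 on every array. Between 26.2% and 28.4% of its values are exactly 0. The paper describes an extended dynamic range scan at 2 levels, whereas the headers give 1 scan pass, so saturated spots were not rescued by a second pass in these files.

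The mean spot intensities were corrected for background with normexp (offset 50), normalised within each array by loess with control spots at weight 0, and turned into log2 ratios of infected over control. Of 39102 spots per array 1417 were controls and were left out, as were spots that the scanner software marked as uneven or as population outliers, while saturated spots were kept. Spots of the same probe were averaged, which gave 37478 probes. A locus with several probes was represented by the probe with the highest mean intensity. Of 541 such loci 14 were called, 12 of these by all of their probes, and 0 loci had probes called in opposite directions. The 36907 features were 25665 loci and 11242 probes that the files pair with no locus. Of the loci, 25449 matched a locus tag of the reference table and 10211 had a gene symbol. The headers name no genome build, so no coordinates are given.

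Ratios were tested against 0 with limma's lmFit and eBayes, with Benjamini-Hochberg adjustment over all features. A gene was called at an adjusted p under 0.05 with a fold above 2. The study used limma's linear models with the same thresholds. It names background subtraction where normexp was used here, and plain subtraction is among the alternatives. Tests are two-sided. Gene lists were fixed before the data were examined: salicylic acid, pathogenesis-related proteins and systemic acquired resistance, jasmonate synthesis, jasmonate response, ethylene and defensins, heat shock, WRKY factors, cysteine-rich kinases, pattern recognition, glycosyltransferases of groups D and L, tau-class and phi-class glutathione S-transferases, methionine sulfoxide reductases, electrophile response, camalexin and indole glucosinolates, flavonoids, endoplasmic reticulum chaperones, abscisic acid, photosynthesis, clock, senescence, guard cells, phloem and bundle sheath, epidermis, root, flower, reference genes, and the 3 lists of the study. Another 10 families were taken by their description in the files. Lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, with fry and with Fisher's exact test, adjusted over the 30 lists and over the 10 families. By adjusted p under 0.05, fry called 21 lists and Fisher's exact test 17. The genes named are the 12 largest rises and 12 largest falls among called genes with the same sign, and at least 1 channel well above background, on all arrays, up to 4 called members of each list or family (filled up to 2 with members that were not called), and the markers and reference genes of the study, 126 in all. A probe that was saturated in Cy5, or not well above background in Cy3, on all arrays has only a bound. Its fold is the mean of the brighter channel over the mean of the dimmer one, each dim array set to at least the lowest signal among probes well above background, after loess and Aquantile. Without a dye swap such bounds are open to dye bias.

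Slide and scan day were read from the headers as batches. Arrays 1 and 2 shared slide 1 and scan day 1, and arrays 3 and 4 lay on 2 further slides scanned on day 2. The labels give each array its own pair of samples, although repeated hybridisation of the same extracts is not ruled out, and a fit of separate channels without this pairing is among the alternatives. The alternatives covered the background correction, the authors' processed intensities and log10 ratios, median centring, Aquantile and scaling between arrays, filters on dim, saturated and outlier spots, the rule for several probes, limma's trend, robust, treat (against 1.5-fold) and array-weight options, the fold threshold, the pairing within arrays and each replicate left out. Settings for scan day, and the removal of loci with any saturated spot, were added after the data were seen. With the scan-day settings, array weights, and trend with robust, camera was run on each gene's test statistic (cameraPR).

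The procedure was tested on simulated arrays made from the real spots' brightness for the comparison of infected with MgCl2 samples, with 36907 features of which 200, drawn from loci of medium brightness with a single probe, were changed. With independent arrays, 10 of 50 genes changed 2-fold were called, as were 50 of 50 at each of 3-, 4- and 8-fold, and 0 unchanged genes were called. With a spread shared by the arrays of a scan day, 15 of 50 genes at 2-fold and 50 of 50 at each larger fold were called, and 0 unchanged genes. In that simulation 686 unchanged genes had an adjusted p under 0.05 at some fold under 2, against 6 when each scan day was averaged to 1 replicate. With these 2 averages, 14 of 50 genes at 2-fold and 50 of 50 at each larger fold were called. The simulated day spread was drawn from the same normal distribution for every gene. On the real arrays 948 loci differed between the days with a fold above 2, and the 2 averages gave 0 calls. The simulated counts therefore do not give the share of false or missed calls on the real arrays. R 4.3.3, limma 3.58.1, statmod 1.5.0, the data.table package in version 1.17.8, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used.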

Results

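The series holds 4 microarrays, each of which carried an RNA sample from infected leaves and an RNA sample from control leaves of Arabidopsis ecotype Col-0. Plants were 22 days old, and rosette leaves were taken 16 h after syringe infiltration of either the avirulent bacterium Pseudomonas syringae pv. tomato DC3000 AvrRPM (AvrRPM1 in the methods of the study) or of MgCl2 solution as the control. The labels name MgCl2 as the solution of the bacteria as well, whereas the methods of the study name water. Control RNA was labelled with Cy3 and infected RNA with Cy5 on all 4 arrays, so a difference between the dyes cannot be separated from infection. Between 51.9% and 54.4% of the spots were well above background in Cy3, and between 60.9% and 62.7% in Cy5. The number of arrays limits the precision of each value.

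The labels number the samples as biological replicates 1 to 4, yet the log2 ratios fell into 2 pairs. Across all loci and probes, the ratios of arrays 1 and 2, scanned on one day, correlated at r = 0.895, and those of arrays 3 and 4, scanned on another day, at r = 0.954. Arrays of different scan days correlated at r = 0.409 to 0.423, and over the genes called below at r = 0.882 to 0.910. The called genes were picked on these same arrays for large and even ratios, which raises r. Their r is thus no measure of agreement between the days. These correlations run across genes, which are not independent replicates. The methods of the study treat technical replicates as biological ones without saying which arrays these are, so the p-values given here may measure in part the spread of repeated hybridisations rather than that between plants.

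**Figure D1:**
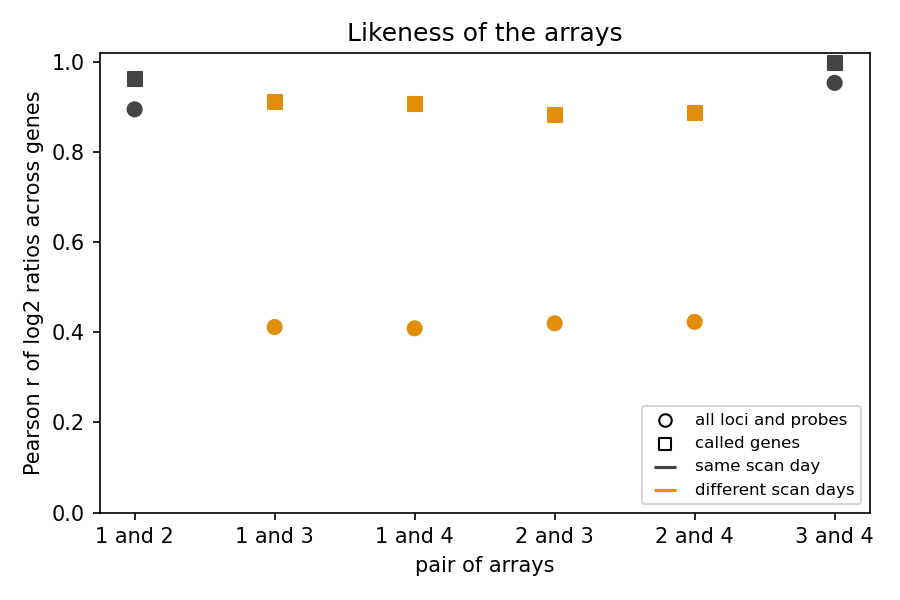
Pearson correlation of log2 ratios across genes (y axis) for each pair of arrays (x axis), over all loci and probes (circles) and over called genes (squares). Pairs scanned on the same day (dark) reached 0.895 and 0.954 over all loci and probes, and pairs from different days (orange) stayed between 0.409 and 0.423. The called genes were picked on these same arrays, which raises their correlations.

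The comparison of infected with MgCl2-infiltrated leaves asks which transcripts the bacterium changed beyond the effect of infiltration. The genes with the largest rises included defence enzymes and oxidation repair genes. TAT3 (AT2G24850), a jasmonate-responsive tyrosine aminotransferase, was at least 34.7-fold higher, with its Cy5 spot saturated on all arrays. MSRB9 (AT4G21850) and MSRB8 (AT4G21840), which reduce oxidised methionine in proteins, rose by 4.1 ± 0.69 and 3.43 ± 0.62 on the log2 scale (SD, n = 4). The beta-1,3-glucanases BG3 (AT3G57240) and PR2 (AT3G57260) rose by 4.00 ± 0.73 and 3.77 ± 0.29, and a putative chitinase (AT2G43570) rose by 3.47 ± 0.34. The largest falls were those of HSP17.6C-CI (AT1G53540, -2.35 ± 0.58), of the heat stress regulator HSFA2 (AT2G26150, -2.23 ± 0.53) and of the glutathione S-transferase GSTU24 (AT1G17170, -2.21 ± 0.41). The ranking of falls depended on the background correction. With a normexp offset of 0, HSP23.6-M (AT4G25200) fell 6.56-fold and HSP17.6C-CI 5.465-fold.

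Of 36907 loci and unnamed probes tested with limma, 459 passed an adjusted p of 0.05 with a fold above 2. Of these, 363 were called higher and 96 lower in infected leaves. Of the 96, 37 had Cy5 saturated on all arrays, so their ratios need not show a fall. All 459 had the same sign on all 4 arrays, which the thresholds of the call largely bring about. The split depended on the scaling, with 1086 higher and 1348 lower from Agilent's processed signals and 4298 higher and 18 lower with median centring. With the scan day as a random block, 419 genes were called, 330 higher and 89 lower, all of them among the 459. That fit applies 1 within-day correlation (0.577) to all genes and rests on 2 days. It therefore does not measure each gene's spread between days, and its count does not show that the calls withstand the pairing. Within scan day 1 alone 444 genes were called, and within scan day 2 alone 1217. Each of these fits rests on the spread within 1 pair of arrays, which may be that of repeated hybridisations. Their counts are therefore not comparable with the 459 and may not measure the spread between plants. When the 2 arrays of each scan day were averaged and counted as 1 replicate, limma called 0 genes, with 4224 at an unadjusted p under 0.05 and a lowest adjusted p of 0.201. All 459 called genes had an unadjusted p under 0.05 in that fit. As they were chosen on the same arrays for large and even ratios, this is no independent support for them. The fold was above 2 in the means of both scan days for 241 of the genes called higher and 27 of those called lower. Without replicate 3 the count was 257, and without replicate 4 it was 251.

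The other large rises were those of PCR1 (AT1G14880, 3.87 ± 0.55), LHT7 (AT4G35180, 3.34 ± 0.74), the salicylate methyltransferase BSMT1 (AT3G11480, 3.33 ± 0.31), AT5G24200 (3.85 ± 0.42), AT3G57460 (3.38 ± 0.93) and the unnamed probe A_84_P14629 (3.40 ± 0.85). Among the other large falls were NAC3 (AT3G29035, -2.19 ± 0.88), an alliinase family gene (AT1G34060, -2.13 ± 1.1), a putative lysine and histidine transporter (AT1G25530, -2.07 ± 0.57) and an ankyrin repeat gene (AT5G15500, -2.00 ± 1.12). AT1G34060 and AT5G15500 differed between scan days, with means of -1.19 and -1.02 on day 1 and -3.06 and -2.97 on day 2. Adjusted p over these 24 genes ranged from 0.000834 for PR2 to 0.0407 for AT5G15500.

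**Figure D2:**
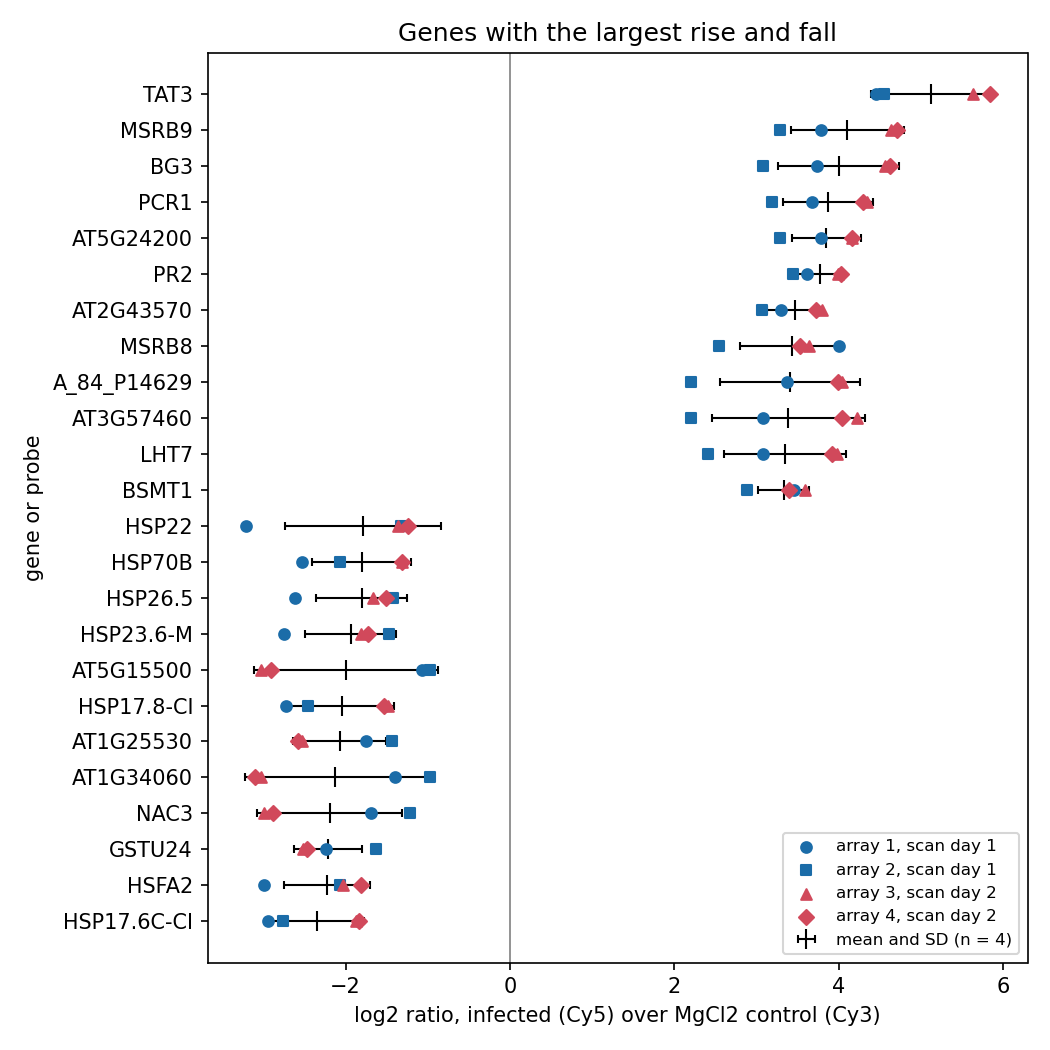
Log2 ratio of infected over MgCl2-infiltrated leaves (x axis) for the 12 genes or probes with the largest rise and the 12 with the largest fall (y axis). Coloured symbols are single arrays by scan day, and bars are the mean and SD of 4 arrays. PR2 varied little around 3.77, while HSP22 had 1 array at -3.21 and a mean of -1.79 and lost its call with the scan day as a random block (adjusted p = 0.136).

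Many salicylic acid genes rose. Of 21 measured genes of salicylate synthesis, turnover and signalling, 13 rose and 0 fell, with a list median of 1.84. BSMT1 rose by 3.33, the salicylate hydroxylase DLO1 by 3.33 ± 0.87, and NIMIN2 and NIMIN1, whose proteins bind the salicylate co-activator NPR1, by 2.88 ± 0.73 and 2.77 ± 0.85. The synthesis gene ICS1 rose by 1.64 ± 0.12 and the immune regulator PAD4 by 2.31 ± 0.57. Of 18 genes of pathogenesis-related proteins and systemic acquired resistance, 14 rose and 0 fell, with a median of 2.17. They included PR2, BG3, LURP1 (3.12 ± 0.45, Cy5 saturated on 1 array) and the thaumatin-like PR5 (2.98 ± 0.17). PR1, the most used marker of this group, did not pass the test (1.51 ± 0.91, adjusted p = 0.0501). Its control signal was not well above background on any array, and infected leaves were at least 2.56-fold higher. In limma's camera test with a preset correlation, the lists had adjusted p = 4.93e-13 and 2.58e-14. Neither passed at adjusted p = 0.293 with an estimated correlation.

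Some jasmonate genes rose, and the medians of their lists differed between scan days. Of 22 jasmonate response genes 4 rose and 0 fell: TAT3, VSP1 (2.85 ± 0.50), VSP2 (at least 2.27-fold, Cy5 saturated on all arrays) and the repressor gene JAZ10 (2.71 ± 0.61). Of 16 jasmonate synthesis and turnover genes 1 rose, the jasmonate methyltransferase gene JMT (1.51 ± 0.24). The synthesis list had a median of -0.12 on scan day 1 and 1.39 on scan day 2, and the response list 0.14 and 1.13. CYP94C1, which oxidises the active hormone, was not called, with 0.31 on day 1 and 3.39 on day 2. Of 13 ethylene and defensin genes 0 were called. ACO4 had 0.96 ± 0.39, ACS6 had -0.48 on day 1 and 2.34 on day 2, and the defensin PDF1.2A had 0.51 ± 0.24. The camera test gave adjusted p = 0.0162 for synthesis, 0.000202 for response and 0.0162 for ethylene and defensins. They were adjusted p = 0.480, 0.393 and 0.451 with an estimated correlation. On the arrays of scan day 1 alone, camera gave adjusted p = 0.361 for jasmonate synthesis and 0.881 for ethylene and defensins.

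Receptor, kinase and transcription factor genes of immunity rose in part. Of 72 WRKY transcription factors 12 rose and 0 fell, among them WRKY50 (2.32 ± 0.75), WRKY46 (2.31 ± 1.34), WRKY38 (2.29 ± 0.66) and WRKY70 (2.1 ± 0.39). Of 41 cysteine-rich receptor-like kinases 9 rose and 0 fell, with CRK7 at 2.43 ± 0.87, CRK45 at 2.19 ± 0.76, CRK23 at 2.17 ± 0.81 and CRK6 at 2.11 ± 0.76. Of 18 genes of pattern recognition and its early markers 4 rose: FRK1 (2.29 ± 0.64), the receptor-like protein RLP23 (2.27 ± 0.92), its partner SOBIR1 (1.49 ± 0.76, Cy5 saturated on 1 array) and WAK1 (1.15 ± 0.29). The camera test gave adjusted p = 0.00396 for WRKY genes, 6.68e-05 for the kinases and 0.000195 for pattern recognition. They were adjusted p = 0.339, 0.451 and 0.453 with an estimated correlation. Pattern recognition genes had a median of 0.08 on scan day 1 and 1.07 on scan day 2. On scan day 1 alone, camera gave adjusted p = 0.166 for WRKY genes and 0.273 for pattern recognition.

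Many heat shock genes fell. Of 21 small heat shock proteins, heat-induced chaperones and their regulator HSFA2, 12 fell and 0 rose, with a list median of -1.22. HSP17.6C-CI and HSFA2 fell most, followed by HSP17.8-CI (-2.05 ± 0.63), the mitochondrial HSP23.6-M (-1.94 ± 0.56), HSP26.5 (-1.80 ± 0.55) and HSP70B (-1.80 ± 0.60). This order changed with the background correction: with plain subtraction HSP23.6-M fell 7.92-fold and HSP17.6C-CI 5.53-fold. The list median was -1.66 on scan day 1 and -1.11 on scan day 2, and no member was saturated. The median stayed below 0 with each scaling tried, at -1.1 with median centring. The camera test gave adjusted p = 6.77e-12. The list did not pass at adjusted p = 0.315 with an estimated correlation.

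Genes of detoxification moved in both directions. Of 29 glycosyltransferases of groups D and L, 4 fell and 1 rose. UGT74E2 fell by 1.25 ± 0.46, UGT73B4 by 1.16 ± 0.38 and UGT73B5 by 1.11 ± 0.45. UGT73B4 was well above background in Cy5 on 1 array only. Its fall depended on the background correction, at 2.24-fold here and 4.52-fold with a normexp offset of 0. UGT73D1 was at least 1.94-fold higher, with its control signal not well above background. With the scan day as a random block UGT73B4 and UGT73D1 lost their calls, at adjusted p = 0.0569 and 0.0690. Of 28 tau-class glutathione S-transferases 3 were called lower and 1 higher: GSTU24 and GSTU1 (-1.18 ± 0.60) fell, GSTU20 was saturated in Cy5 so that no fold can be given, and GSTU11 rose by 2.53 ± 0.50. Of 13 phi-class members GSTF7 (1.56 ± 0.14) and GSTF6 (1.09 ± 0.15) rose. Of 14 methionine sulfoxide reductases only MSRB9 and MSRB8 were called. Of 12 genes that respond to reactive electrophiles OPR2 fell (-1.24 ± 0.72), and OPR1 had -0.98 ± 0.36. The camera test gave adjusted p = 0.000612 for the glycosyltransferases, 0.0176 for tau-class and 0.0399 for phi-class transferases, 0.368 for the reductases and 0.00435 for the electrophile list. In the same order, those with an estimated correlation were 0.315, 0.293, 0.393, 0.453 and 0.293. For tau-class transferases camera gave 0.121 without saturated members, and for phi-class transferases 0.314 on scan day 1 alone. With median centring in place of loess, the glycosyltransferase median moved from -0.29 to -0.015 (adjusted p = 0.720), and the medians turned from -0.10 to 0.19 for tau-class transferases and from -0.41 to 0.41 for the electrophile list, and GSTU20 turned to 0.068. That setting gave the reductases a median of 0.94 and adjusted p = 0.00146.

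Among specialised metabolism genes, 5 of 20 genes of camalexin and indole glucosinolates rose and 0 fell. They included the methyltransferase IGMT5 (1.78 ± 0.07), CYP79B2 (1.51 ± 0.65), which starts the pathway from tryptophan, CYP81F4 (1.43 ± 0.35) and CYP71A12 (1.35 ± 0.51). Of 25 flavonoid genes the chalcone synthase CHS rose (1.05 ± 0.18) and FLS1 had 0.60 ± 0.14. Of 21 chaperones of the endoplasmic reticulum BIP3 rose (1.75 ± 0.52), and PDIL2-2 had 0.79 ± 0.15. Camera gave adjusted p = 6.12e-05, 0.0162 and 1.97e-08 for these 3 lists. With an estimated correlation these were adjusted p = 0.393, 0.339 and 0.393. On scan day 1 alone the camalexin list had adjusted p = 0.0596. The flavonoid list had 0.425 on scan day 2 alone and 0.681 with median centring.

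Of 18 abscisic acid genes ANAC019 rose (1.06 ± 0.15) and RD22 and KIN2 were called lower. RD22 measured -1.08 ± 0.07 with its Cy3 spot saturated on 2 arrays, and KIN2 was Cy5-saturated on all arrays, so neither has an exact fold. Of 11 senescence genes NAP fell (-1.09 ± 0.61), and ORE1 had -0.65 on scan day 1 and -2.64 on scan day 2. Of 16 clock genes 0 were called, with TOC1 at 0.54 ± 0.38 and FKF1 at -0.54 ± 0.27. Camera gave adjusted p = 0.00384 for the abscisic acid list, 0.904 for senescence and 0.299 for the clock. With an estimated correlation the abscisic acid list had adjusted p = 0.293. The senescence list had a median of -0.01 and a mean of -0.12, whereas camera placed it on the higher side. With median centring the median of the abscisic acid list turned from -0.32 to 0.52, RD22 to 0.010 and KIN2 to 0.082. That setting gave senescence and clock genes medians of 0.80 and 0.69 (adjusted p = 0.0966 and 0.0135).

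Photosynthesis genes lay at the ceiling of the scanner in Cy5. Of 41 nuclear genes of light harvesting, the photosystems and Rubisco, 19 were called lower and 0 higher, and the median was -0.96, which turned to 0.15 with median centring. In 37 of them the Cy5 spot was saturated on at least 1 array, and in 33 the Cy3 spot was saturated on at least 1 array too. A saturated Cy5 spot alone lowers the measured ratio by an unknown amount, and with both channels saturated the ratio is set by the ceiling. LHCB1.4, LHCB4.2, LHCB6 and PSBW thus all had -0.88 on array 3 and -0.87 on array 4. These 4 genes were Cy5-saturated on all arrays, and no fold can be given for them. The 4 members without saturated spots had a median of -0.068, and 0 of them were called. Camera gave adjusted p = 1.49e-22 for the whole list and 0.628 without saturated members. With an estimated correlation the whole list had adjusted p = 0.138. Of the 96 genes called lower, 37 had Cy5 saturated on all arrays and 59 on none.

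**Figure D3:**
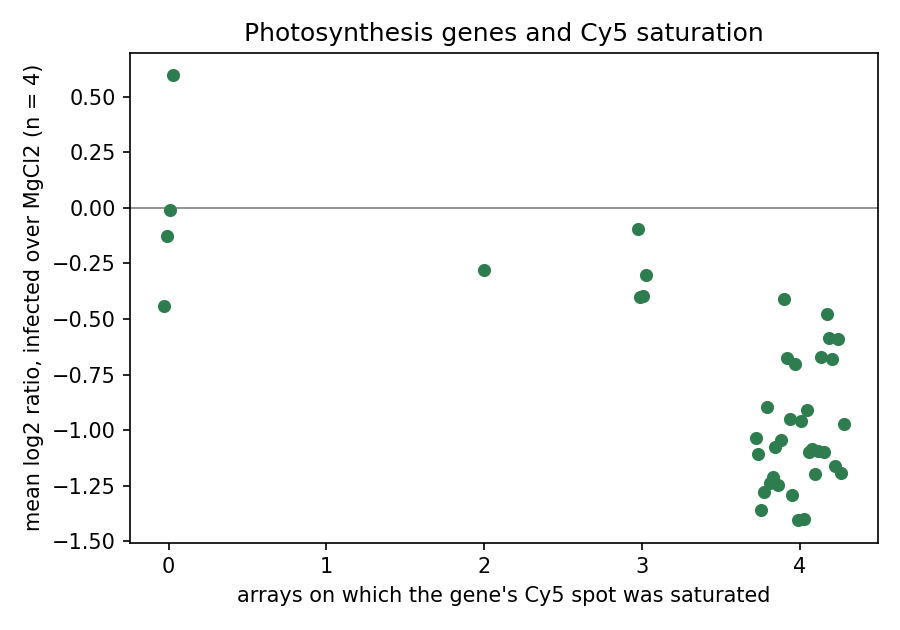
Mean log2 ratio of infected over MgCl2-infiltrated leaves (y axis, 4 arrays) of the 41 measured photosynthesis genes, by the number of arrays on which the Cy5 spot was saturated (x axis). Points are genes, spread sideways only to keep them apart. The 4 genes with no saturated spot had a median of -0.068, and those with a saturated Cy5 spot on at least 1 array a median of -1.04, and the median of all 41 turned from -0.96 to 0.15 with median centring.

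Among the markers of other cell types SWEET12 alone was called. Of 8 guard cell, 8 epidermis, 7 root and 8 flower markers 0 were called. HT1 had 0.35 ± 0.25 and EPF1 0.28 ± 0.15 among guard cell markers, CER6 -0.98 ± 0.26 and FDH -0.56 ± 0.10 among epidermis markers, SCR 0.09 ± 0.14 among root markers, and SEP3 -0.74 ± 0.56 and AG -0.22 ± 0.40 among flower markers. RHD6, a root marker, was not well above background in either channel. Of 7 phloem and bundle sheath markers the sucrose exporter SWEET12 rose (1.53 ± 0.41), and SWEET11 had 0.32 ± 0.13. Camera gave adjusted p = 0.388 for guard cells, 0.0164 for epidermis, 0.956 for root, 0.343 for flower and 0.0799 for phloem. With an estimated correlation the epidermis list had adjusted p = 0.293, and with median centring its median turned from -0.26 to 0.31. That setting gave guard cell, phloem and flower markers medians of 0.73, 1.04 and -0.39, with adjusted p = 0.0234, 0.00433 and 0.0223. Of 13 reference genes EF1A was called lower, and both EF1A and GAPC2 were Cy5-saturated on all arrays. The other reference genes of the study's quantitative PCR, UBP6, beta-adaptin and eEF1Balpha2, had 0.08 ± 0.06, -0.02 ± 0.18 and 0.27 ± 0.10. The reference list had a camera adjusted p of 0.192, and with median centring its median turned from -0.02 to 0.96 (adjusted p = 0.00581) and EF1A to 0.073.

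**Figure D4:**
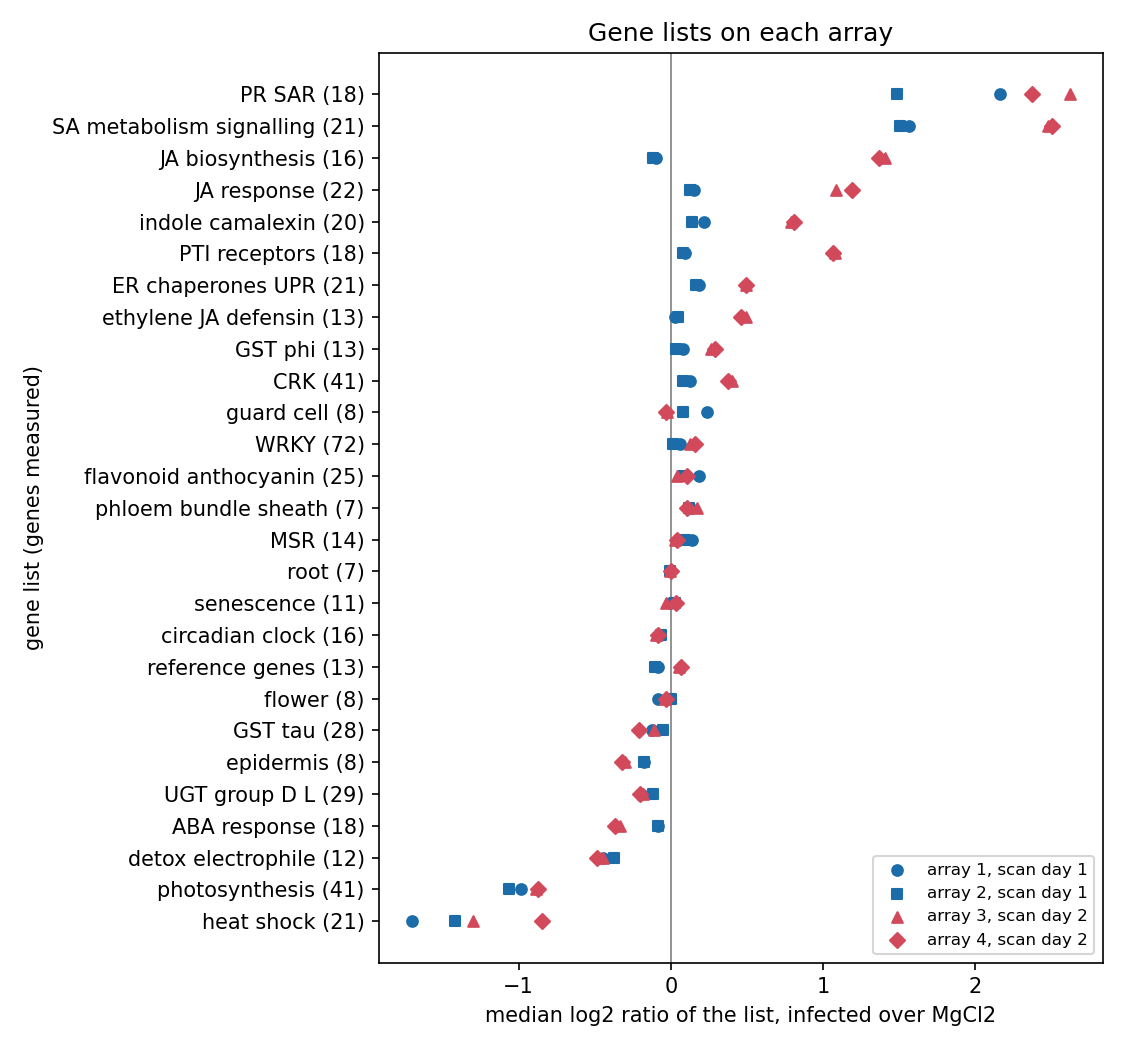
Median log2 ratio of infected over MgCl2-infiltrated leaves (x axis) for each gene list not chosen by the study (y axis, genes measured in parentheses) on each array, coloured by scan day. The salicylic acid list has a median of 1.54 on scan day 1 and 2.49 on scan day 2, and the heat shock list lies below 0 on all 4 arrays.

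Across the 30 lists, camera with a preset correlation called 15 higher and 7 lower, and 0 with an estimated correlation. With median centring it called 19 higher and 2 lower, and with Agilent's processed signals 15 higher and 2 lower. Counts adjusted over the list alone matched those over all genes except for more rises in the resistance list (15), jasmonate response (6), cysteine-rich kinases (11) and pattern recognition (5), and more falls in heat shock (14) and senescence (2). The study chose 3 of the lists on these same samples, so they are not independent evidence of direction. Several other lists hold genes that the study reported from these samples, such as PR2, DLO1, UGT73B4 and HSP17.6C-CI. Those lists are thus not wholly independent of it either. Of 23 genes it listed for all its attackers, 16 rose and 2 fell, among them MSRB9, PR2, DLO1 and the AAA-type ATPase gene AT1G43910 (2.80 ± 0.31). Of 37 genes it listed for the bacterium and Spodoptera littoralis, 23 rose and 10 fell, with BG3, PCR1, AT5G24200 and AT3G57460 highest. Of 18 genes it listed for the bacterium alone, 15 rose and 0 fell, with LURP1, VSP1, JAZ10 and AT4G12490 (2.65 ± 0.42) highest. Their camera adjusted p were 8.75e-11, 0.000472 and 6.97e-15, and with an estimated correlation adjusted p = 0.293, 0.451 and 0.315.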

Values the study reported

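With a fold change of at least 2 and P of at most 0.05, the study reported 416 genes for P. syringae out of 38,463 sequences. It reported fold changes of 14.85 for PR2, 23.57 for MSRB9, 33.52 for the gene at At4g10500 (DLO1), 26.39 for BG3, 28.85 for At3g57460 and 21.36 for PCR1. For genes with lower transcript levels it gave −16.45 for UGT73B4, −6.05 for GSTU24, −16.00 for HSP17.6II, −15.13 for HSP23.6-MITO (HSP23.6-M), −10.12 for the small heat shock gene At1g52560 (HSP26.5) and −6.06 for At1g53540 (HSP17.6C-CI). For hormone-related genes it gave 4.17 for WRKY70, 3.14 for ICS1, 5.08 for PAD4, 7.41 for VSP1, 7.26 for JAZ10 and 2.56 for PDF1.2A.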

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

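The tests of scan-day differences were chosen after the pairing of the arrays had been seen, and the touch and wound list was put together after the largest scan-day differences had been seen, without the 20 loci that led them.

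HSP22 stood apart on 1 array. Its log2 ratio was -3.21 on array 1, against -1.33, -1.37 and -1.24 on the other arrays. The gap made up 0.935 of the range, above Dixon's limit for 4 arrays. Of 178 values tested this way 1 lay beyond the limit, and chance puts about 1 in 20 there. Array 1 was also the lowest for HSFA2 (-3.00), HSP23.6-M (-2.75) and HSP26.5 (-2.62), within the limit. With the scan day as a random block HSP22 was not called (adjusted p = 0.136).

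The control RNAs added at labelling gave a signal that the comparison does not use. All 10 were brighter than every negative control in both channels on all arrays. In the 7 without saturated spots the median absolute difference between scan days was 0.157 on the log2 scale and the largest was 0.679.

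The ratios paired by scan day. The touch and wound genes differed between the days by a median of 2.19, so a rapid response to handling in 1 of the pairs of leaf samples is a candidate explanation, which stays open because the list was made with the pattern known. Defence lists were also higher on day 2, by medians of 0.82 for pattern recognition, 0.97 for salicylic acid and 1.05 for jasmonate response. The glycosyltransferase list went the other way, at -0.17, which is smaller in size than the median of 0.184 for bright loci. The pattern thus reached beyond the touch and wound list, and whether handling also moved the defence genes was not tested. Measurement differences between the days cannot be told apart from handling for other loci, because the control RNAs differed by a median of 0.157 and 18058 bright loci by 0.184. Repeated hybridisations of the same extracts stay open too: within pairs the mean square difference was at most 2.94 times the spot noise, against 49.4 to 77.4 across pairs, and independent plants could also be alike. For the 459 called genes, 1 of the 8 sign patterns of the arrays gave as many, the highest other gave 2 and follows the scan days, and 8 patterns are too few for a share under 0.05.

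The photosynthesis genes were lower in the infected channel, with a list median that turned from -0.96 to 0.15 under median centring. The members without a saturated spot had a median of -0.068, with single values from -0.44 to 0.60, so saturated Cy5 spots may account for the shift. In 33 members Cy3 was saturated on at least 1 array as well, and a ratio of saturated spots tells nothing of the transcript. Saturated loci outside the list, 138 in all, had a median of -0.59, and as only 4 members were free of saturation a fall in the others stays open.

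The heat shock genes were lower in the infected channel. A change on 1 scan day alone is argued against by the median on the day nearer to 0, -1.11. Dim spots are argued against by the median of -1.14 over the 18 members well above background in both channels, 9 of which were called lower. A dye effect cannot be separated from infection, so a fall caused by infection remains a hypothesis.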

How the results depend on the processing

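The settings for scan day and the removal of loci with a saturated spot were chosen after the data were seen; the others were planned. The 459 calls became 238 with a normexp offset of 0, 2434 with Agilent's processed signals (1086 higher and 1348 lower), 833 with the authors' value table, 4316 with median centring (4298 higher and 18 lower), 111 with treat and 4401 without a fold threshold. They became 0 with the arrays of a scan day counted as 1 replicate in limma, where 4224 had an unadjusted p under 0.05, and 1217 on scan day 2 alone. Leaving out 1 array gave 251 to 500, with 257 without replicate 3 and 251 without replicate 4. The share called higher, 79.1%, was 44.6% with processed signals, 99.6% with median centring, 93.7% with treat, 62.1% without a fold threshold and 64.2% on scan day 1 alone. Processed signals moved the median of all genes to -0.17. The lists called by camera went from 22 to 0 with an estimated correlation, and were 22 with the scan-day block, 17 on scan day 1 and 20 on scan day 2. The scan-day values come from cameraPR, which compares the genes of a list with other genes. It also gave 22 lists with the arrays of a scan day as 1 replicate, so it does not show that the lists withstand the spread between days. The families called went from 2 to 1 with plain subtraction, the authors' value table, array weights and an estimated correlation, 7 with median centring, and 5 on each scan day alone. Of 126 named genes 95 were called, and 60 with an offset of 0, 60 with scaling of ratios, 33 with treat and 0 with the arrays of a scan day as 1 replicate. Under median centring GSTU20 turned to 0.068, RD22 to 0.010, KIN2 to 0.082 and EF1A to 0.073. Treat and the removed threshold act by their construction; for the other settings the cause was not tested. Without the pairing of samples within arrays 389 genes were called (308 higher and 81 lower). Without saturated spots 421 were called (61 lower), and without loci that had one 408 (58 lower). Slide as a random block could not be fitted. Signal over background limits the rises: for 30 called genes the control channel was not well above background on any array.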

Other observations

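The comparison of scan days and its touch and wound list were chosen after the scan-day difference had been seen; the annotation families were planned.

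Genes known to respond within minutes to touch or wounding separated the scan days. The cell wall enzyme gene TCH4 had a log2 ratio of -1.49 on scan day 1 and 5.45 on scan day 2. RRTF1 had -2.12 and 4.19, the calmodulin-like CML38 -0.75 and 4.77, and WRKY40 -0.56 and 4.04. In limma 948 loci differed between the days at an adjusted p under 0.05 with a fold above 2, of which 828 were higher on day 2 and 123 were also called for infection. The error in that fit is the spread within pairs, which may be that of repeated hybridisations. The list of 20 touch and wound genes had a median of -0.19 on day 1 and 1.74 on day 2. Of its members 15 were higher on day 2, 0 were lower, and 0 were called for infection. The median difference was 2.19. As the leading genes had been seen when the list was made, this describes the pattern and does not test it independently. Infected or control leaves of 1 pair may have been handled or harvested at another pace, which the labels do not record. Defence lists differed between the days as well. Whether handling moved those genes too was not tested, and other differences between the days stay open. The control RNAs without saturated spots differed between the days by at most 0.679, less than the median of these genes.

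Ribosomal protein genes were higher as a family. Of 231 measured 0 were called, the median was 0.17, and camera gave an adjusted p of 1.70e-16, and 0.00590 with an estimated correlation. With median centring the median was 1.1 (adjusted p = 1.11e-13). AT3G02190 had 0.61 ± 0.07 and AT5G47930 0.52 ± 0.08. The 84 TIR-NBS-LRR resistance genes had a median of 0.11 and 0 calls, with a camera adjusted p of 0.00514, and adjusted p = 0.778 with an estimated correlation. On scan day 1 alone the family had adjusted p = 0.363, and on scan day 2 alone 3.99e-06. AT5G41750 and AT5G41740 had 0.13 and 0.10 on scan day 1 and 3.13 and 2.80 on scan day 2. Of 43 CC-NBS-LRR genes 0 were called, with RPS2 at 0.89 ± 0.48 and ADR1-L2 at 0.85 ± 0.50.

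In the other families camera gave adjusted p from 0.295 to 0.907. Members were matched by words in their description. The calmodulin or EF hand family thus also holds calmodulin-binding genes such as CBP60G, and the pectinesterase family may hold inhibitor genes. The kinases and the calmodulin or EF hand genes were lower on scan day 1 alone (adjusted p = 0.0179 and 0.0379), as were expansins (0.0379) and glycosyl hydrolases (0.0446). On scan day 2 alone the calmodulin or EF hand genes (0.00345), ankyrin repeat genes (0.0223) and CC-NBS-LRR genes (0.0174) were higher. With median centring the kinases and the calmodulin or EF hand genes were higher (0.000169 and 1.41e-06), and 7 of all families passed. Of these 6 were higher and 1 lower, the pectinesterases (median -0.38, adjusted p = 0.0465). Of 218 leucine-rich repeat kinases 10 rose and 0 fell, including IOS1 (2.62 ± 0.79), AT1G35710 (2.16 ± 0.67), AT1G34420 (1.87 ± 0.44) and AT1G51850 (1.78 ± 0.40). Of 217 calmodulin or EF hand genes 7 rose, including AT5G39670 (2.99 ± 0.87), AT3G47480 (2.78 ± 0.30), CBP60G (2.56 ± 0.80) and CML41 (2.31 ± 0.46). Of 84 ankyrin repeat genes 6 rose and 1 fell, with AT4G14390 at 2.37 ± 0.67, AT1G10340 at 2.34 ± 0.84, ANK at 2.08 ± 0.06 and AT4G03450 at 2.04 ± 0.59. Of 247 cytochrome P450 genes 6 rose and 1 fell, with CYP71B23 at 2.01 ± 0.11 and CYP76C2 at -1.64 ± 0.34. Of 36 expansins PNP-A (2.91 ± 0.77) and EXPA9 (1.03 ± 0.16) rose. Of 104 pectinesterases AT2G26440 rose (2.76 ± 0.48), and ATPMEPCRB had -0.60 on scan day 1 and 3.21 on scan day 2. Of 210 glycosyl hydrolase genes 5 rose and 1 fell, with cwINV6 at 2.44 ± 0.94, PYK10 at 1.24 ± 0.29 and GUS1 at 1.18 ± 0.24. Fisher's exact test gave adjusted p = 0.0240 for the kinases and 0.00629 for the ankyrin repeat genes.

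Some folds differed from those quoted from the study by more than others. The fold of DLO1 was 10.03 here, that of BG3 16.0 and that of AT3G57460 10.5. Each of these is lower than the value quoted from the study above. The falls were 2.24-fold for UGT73B4, 2.39-fold for HSP17.6II, 3.84-fold for HSP23.6-M and 3.49-fold for HSP26.5. Each of these is smaller in size than the value quoted from the study above. The fold of PDF1.2A was 1.43 here. That is lower than the value quoted from the study above. UGT73B4 was well above background in Cy5 on 1 array only. The study's quantitative PCR gave UGT73B4 a fall larger than the array fold quoted above, and MSRB8 a rise smaller than the study's array fold. The folds grew with a normexp offset of 0, to 16.4 for DLO1, 17.1 for AT3G57460, 4.52 for UGT73B4, 6.56 for HSP23.6-M and 5.31 for HSP26.5, and with plain subtraction to 18.2, 17.3, 5.55, 7.92 and 6.22. Background correction alone thus moved them part of the way. From the deposited value table they were 33.5, 28.9, 16.4, 15.1 and 10.1. These are the values quoted from the study. That table differs from the ratios here in normalisation too, and the cause of the rest was not tested. The folds of PR2 (13.6), MSRB9 (17.2), PCR1 (14.6), GSTU24 (4.63), HSP17.6C-CI (5.11), WRKY70 (4.29), ICS1 (3.12), PAD4 (4.96), VSP1 (7.22) and JAZ10 (6.53) differed less. Each of these is within 1.5 times of the value quoted above.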
